# Mucin glycosylating enzyme GALNT2 suppresses malignancy in gastric adenocarcinoma by reducing MET phosphorylation

**DOI:** 10.18632/oncotarget.7081

**Published:** 2016-01-30

**Authors:** Shin-Yun Liu, Chia-Tung Shun, Kuan-Yu Hung, Hsueh-Fen Juan, Chia-Lang Hsu, Min-Chuan Huang, I-Rue Lai

**Keywords:** gastric cancer, GALNT2, O-glycosylation, hepatocyte growth factor, receptor tyrosin kinase

## Abstract

Glycosylation affects malignancy in cancer. Here, we report that N- acetylgalactosaminyltransferase 2 (GALNT2), an enzyme that mediates the initial step of mucin type-O glycosylation, suppresses malignant phenotypes in gastric adenocarcinoma (GCA) by modifying MET (Hepatocyte growth factor receptor) activity. GALNT2 mRNA and protein were downregulated in GCAs, and this reduction was associated with more advanced disease stage and shorter recurrence-free survival. Suppressing GALNT2 expression in GCA cells increased cell growth, migration, and invasion *in vitro*, and tumor metastasis *in vivo*. GALNT2 knockdown enhanced phosphorylation of MET and decreased expression of the Tn antigen on MET. Inhibiting MET activity with PHA665752 decreased the malignant phenotypes caused by GALNT2 knockdown in GCA cells. Our results indicate that GALNT2 suppresses the malignant potential of GCA cells and provide novel insights into the significance of O-glycosylation in MET activity and GCA progression.

## INTRODUCTION

Glycosylation involves the attachment of a carbohydrate to a protein, lipid, or other organic compound, and mucin-type O-glycosylation is the most common. O-glycosylation in mammalian cells is initiated by the transfer of N-acetylgalactosamine from a sugar donor to serine or threonine hydroxyl residues, which is mediated by N-acetyl-galactosaminyltransferases (GALNTs). The resulting short glycan, a Tn antigen, is a cancer-associated carbohydrate structure [1]. There are 20 GALNT family members in humans, and the O-glycosylation they catalyze may affect the functional properties of secreted and membrane-bound proteins.

With the development of glycobiology, the expression and roles of GALNTs in malignancies, including gastric cancer, have been explored. For example, GALNT3 expression correlated with increased differentiation in gastric cancer and better prognoses [2]. GALNT2 knock-down *in vitro* was associated with increased cell proliferation, adhesion, and invasion [3]. Additionally, low intra-tumoral GALNT5 expression was detected in advanced stage gastric cancer patients with poor prognosis [4], and higher GALNT10 expression was found in diffuse type gastric cancers [5]. However, the mechanistic roles of GALNTs in gastric cancer progression remain unknown.

We have previously shown that dysregulation of GALNT2 contributes to the malignant progression of hepatocellular carcinoma and oral squamous carcinoma cells by modifying glycosylation of the epidermal growth factor receptor, a member of receptor tyrosine kinase (RTK) family [6,7]. In this study, we first examined the expression of GALNT2 in gastric cancer and its correlation with clinicopathological features. The effects of GALNT2 on gastric cancer cells and the underlying mechanisms were studied using *in vitro* and *in vivo* experiments.

## RESULTS

### GALNT2 expression is downregulated in human gastric carcinoma

To investigate the potential role of GALNT family genes in gastric carcinoma (GC), we first analyzed the expression of *GALNT1-20* in non-cancerous gastric mucosa using real-time RT-PCR. Among the 20 genes, only *GALNT2* (2.1±0.5) and *GALNT8* (1.7±0.5) were highly expressed in non-cancerous gastric tissue (Figure 1A). We further analyzed GALNT2 expression in paired GC and non-cancerous tissues (n = 9). GALNT2 expression was significantly lower in GC tissues (0.6±0.6) than in their non-cancerous parts (2.1±0.5) (Figure 1B, ***p < 0.001). GALNT2 protein expression was also consistently lower in GC tissues in Western blotting (Figure 1C) and immunohistochemistry (Figure 1D) experiments (n=9).

**Figure 1:**
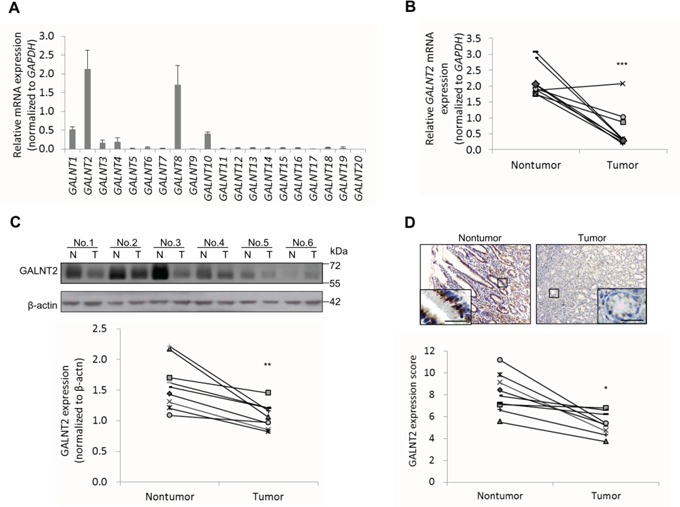
Expression of GALNT2 in human gastric cancers and non-tumorous mucosa **A.** The expression of *GALNT1-20*, as indicated, in non-tumorous stomach mucosa from GC patients (n=9) was analyzed by real-time RT-PCR. Relative *mRNA* levels were normalized to *GAPDH*. Results are expressed as mean ± SD for three independent experiments. **B.** *GALNT2* mRNA expression in pared non-tumorous mucosa and GC tissues (n=9) was analyzed. **C.** Expression of GALNT2 protein in GC and non-tumorous mucosa. Upper panel, representative Western blot. Lower panel, statistical analysis of GALNT2 expression in paired GC and non-tumorous mucosa (n=9). N, non-tumorous gastric mucosa; T, tumor tissue. **D.** Expression of GALNT2 in GC tissues was evaluated by immunohistochemistry (upper panel); quantitative results are shown in the lower panel (n=9). Scale bars, 20μm. (*p < 0.05; **p < 0.005; ***p < 0.001).

To evaluate the role of GALNT2 expression in disease progression, immunohistochemical staining of GALNT2 was performed in GC tissues from 83 gastric cancer patients. GALNT2 staining intensity was scored using a semi-quantitative immunoreactivity scoring (IRS) system. Correlations between clinicopathological features and GALNT2 expression in gastric cancer are listed in Table 1. Low GALNT2 expression correlated with increased tumor depth, lymph node metastasis, and TNM stage. Additionally, GALNT2 expression was downregulated in more advanced gastric cancer (Figure 2A, **p < 0.005). Kaplan–Meier survival analyses showed that low GALNT2 expression correlated with shorter disease-free survival (DFS); the 3-year DFS was 25.8% for the high GALNT2 patient group and 18.2% for the low GALNT2 group (Figure 2B, *p* = 0.011). Collectively, these data revealed that GALNT2 expression is downregulated in advanced gastric adenocarcinoma and that reduced GALNT2 is associated with poorer prognosis.

**Table 1:** Clinicopathological correlation of GALNT2 expression in gastric cancers

Category/Number	GALNT2 expression		
	High (31)	Low (52)	*p*
**Age** (mean)	70.3±15.7	64.7±13.9	0.820
**Gender** (Male: Female)	16:15	32:20	0.910
**Lauren classification** Intestinal: Diffuse: Mixed	17: 12: 2	24:22:6	0.178
**Tumor depth** (T1: T2,3,4)	16:15	2:50	<0.001
**Lymph node metastasis** (Yes: No)	12:19	45:7	<0.001
**TNM Stages** (I+II : III+IV)	29:2	7:45	0.013
**3-year DFS** (%)	25.8	18.2	0.002

**Figure 2:**
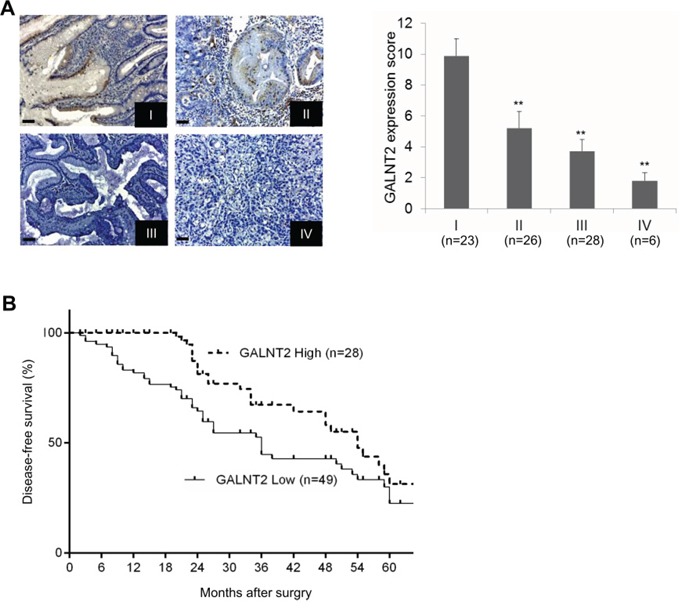
Relationships between GALNT2 expression and clinical features in GC **A.** Representative immunohistochemical staining of GALNT2 in GC tissues from stage I to IV (left panel), and semi-quantitative immunoreactivity scores of GALNT2 expression in stage I to IV gastric cancers. Scale bars, 20μm. **B.** Diseased-free survival of GC patients with high and low GALNT2 expression. (**p < 0.005).

### GALNT2 knockdown in gastric cancer cell lines

To investigate the role of GALNT2 in gastric cancer, we first analyzed GALNT2 expression in 5 gastric cancer cell lines and in GES-1 cells using Western blotting. Among the 5 cancer cell lines, AGS and MKN28 cells expressed higher levels of GALNT2, whereas MKN45 cells expressed lower levels of GALNT2 (Figure 3A). We therefore chose AGS cells and MKN28 cells for siRNA GALNT2 knockdown experiments. GALNT2 knockdown was confirmed via Western blotting (Figure 3B).

**Figure 3:**
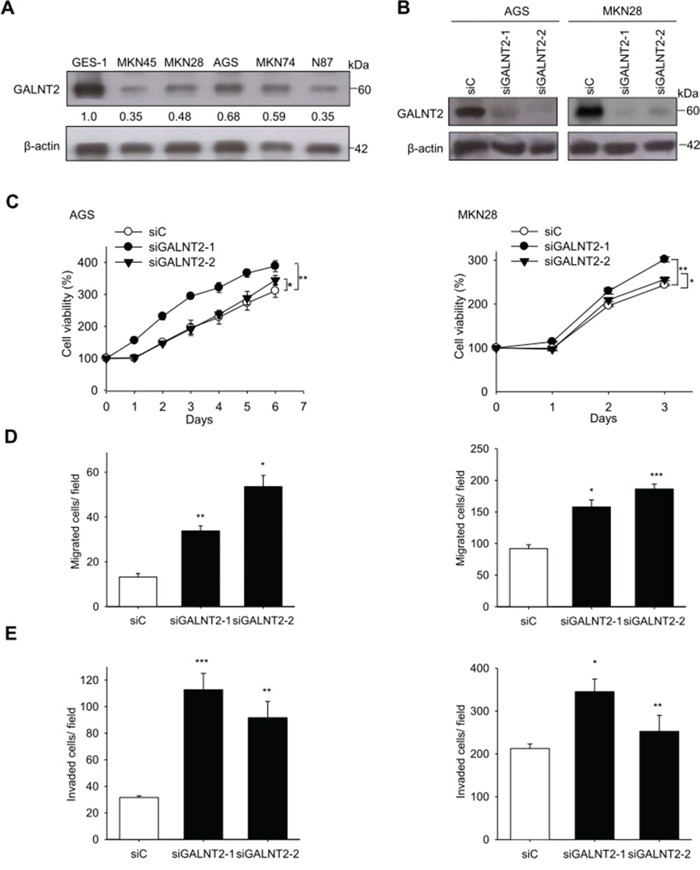
Effects of GALNT2 knockdown on malignant phenotypes in gastric cancer cells **A.** Expression of GALNT2 in five GC cell lines and GES-1 cells. GALNT2 protein expression was analyzed by Western blotting. **B.** Transfection of siRNAs targeting GALNT2 (siGALNT-1 and siGALNT-2) or control siRNA (siC) in AGS and MKN28 cells. The efficiency of GALNT2 knockdown was confirmed by Western blotting. **C.** Cell viability was analyzed by MTT assay at different time points. The results were graphed after standardization by siC (Day0) to 1.0 (Left, AGS cells; right, MKN28 cells). **D.** Effects of GALNT2 on cell migration in transwell migration assays (Left, AGS cells; right, MKN28 cells). **E.** Effects of GALNT2 on cell migration in matrigel invasion assays (Left, AGS cells; right, MKN28 cells). Data are presented as mean ± SD from 3 independent experiments. (*p < 0.05; **p < 0.005; ***p < 0.001).

### GALNT2 suppresses malignant phenotypes in AGS and MKN28 cells

To investigate the effects of GALNT2 on malignant phenotypes in gastric cancer, viability, migration, and invasion were measured in AGS and MKN28 cells with and without GALNT2 knockdown. The MTT assay showed that GALNT2 knockdown increased the viability of AGS and MKN 28 cells (Figure 3C). Migration and invasion were also markedly enhanced in AGS and MKN28 cells with GALNT2 knockdown (Figure 3D and 3E) (*p < 0.05, **p < 0.005, ***p < 0.001).

AGS cells and cells from the MKN45 gastric cancer line, which had relatively low GALNT2 expression, were transfected with pcDNA3.1(+)-GALNT2 plasmid to overexpress GALNT2. Successful ectopic GALNT2 expression was confirmed with Western blots (supplementary Figure 1A). Compared to the plasmid control, GALNT2 overexpression in AGS and MKN45 cells decreased viability (Supplementary Figure 1B), and inhibited cellular migration and invasion (Supplementary Figure 1C, Figure 1D) (*p < 0.05, **p < 0.005, ***p < 0.001). These *in vitro* experiments showed that GALNT2 downregulation might promote malignant progression in gastric cancer.

### GALNT2-knockdown increases tumor metastasis in nude mice

To investigate the effect of GALNT2 on tumor metastasis *in vivo*, nude mice were inoculated with shC- or shGALNT2-transfected AGS cells via the tail vein. The knockdown efficiency of shGALNT2 in AGS cells was confirmed by Western blot analysis (Figure 4A). IVIS images were used to monitor the status of tumor metastasis. As shown in Figure 4B and 4C, the fluorescence radiant efficiencies of the shGALNT2- transfected group (1051.9±176.8) were higher than those of the shC-transfected group (387.4± 66.0) 30 days after inoculation (Figure 4B & 4C). These results suggest that GALNT2 knockdown promotes gastric cancer metastasis *in vivo*.

**Figure 4:**
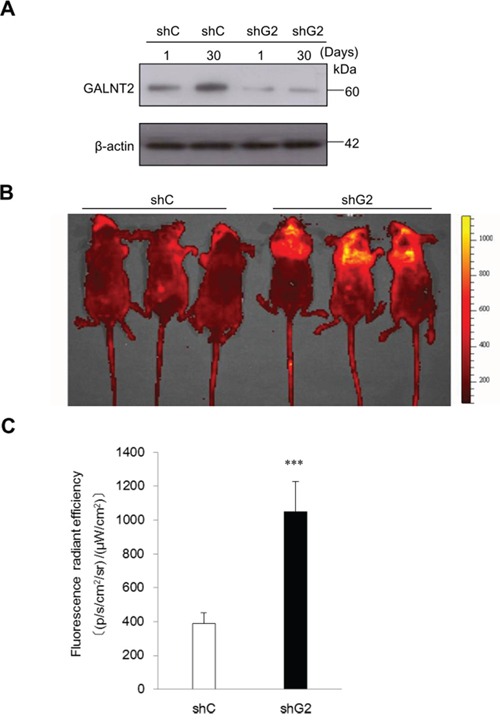
GALNT2 regulates gastric carcinoma cell metastasis in nude mice **A.** Western blot analysis of GALNT2 expression 1 and 30 days after transfection in control (shC) and GALNT2 knockdown (shG2) cells. β-actin was used as an internal control. **B.** Representative IVIS images of nude mice 30 days after infusion of gastric cancer cells via the tail vein. Markedly enhanced fluorescence signals were detected in the thoracic region of shG2 group. **C.** Quantitative determination of fluorescence signal intensities in shC and shG2 mice. (n=9 for each group, ***p < 0.001).

### GALNT2 knockdown increased HGF-induced activation of MET and malignant potential in gastric cancer cells

Receptor tyrosine kinase (RTK) signaling is important for gastric cancer progression [18], and RTK activity is regulated by O-glycosylation [19]. To evaluate the effect of GALNT2 knockdown on RTK activity, a human phospho-RTK array including 49 different RTKs was performed. As shown in Figure 5A, GALNT2 knockdown markedly increased the phosphorylation of MET, EGFR, IGF1R, and EphA2 in AGS cells. Among them, the increase in MET phosphorylation was largest in AGS and MKN28 cells. We then validated the effect of GALNT2 knockdown on HGF-induced MET activation. Total cell lysates were immunoblotted with antibodies for MET p-Y1234/5 and total MET. As shown in Figure 5B, GALNT2 knockdown increased HGF-induced MET phosphorylation in AGS and MKN28 cells. Furthermore, treatment with PHA665752, a class of small molecules that inhibit MET enzymatic activity, reduced viability, migration, and invasion in siGLANT2-treated cells (Figure 5C). In contrast, GALNT2 overexpression in AGS and MKN28 cells reduced HGF-induced MET phosphorylation (Supplementary Figure 2). These results indicate that GALNT2 regulates malignant phenotypes in gastric cancer by modulating of MET activity.

**Figure 5:**
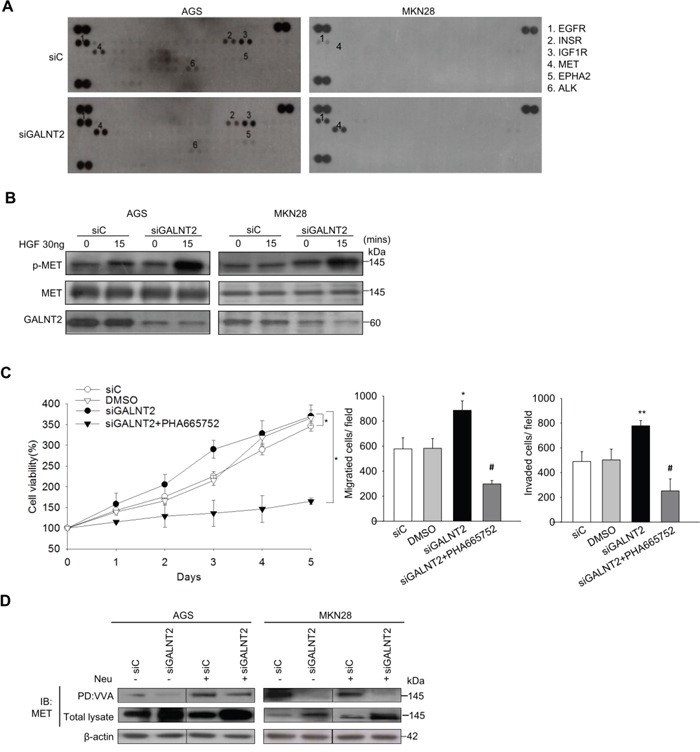
GALNT2 regulates MET activity in gastric cancer cells **A.** Human p-RTK array showing the effect of GALNT2 on RTK phosphorylation. Cell lysates of control and GALNT2 knockdown AGS or MKN28 cells were applied to p-RTK arrays. **B.** GALNT2 modulated HGF-induced phosphorylation of MET. Control and GALNT2-knockdown AGS and MKN28 cells were treated with HGF (30 ng/ml) for 15 minutes, and lysates were analyzed by Western blotting. **C.** The effect of the MET inhibitor PHA665752 on GALNT2-enhanced cell viability, migration, and invasion. AGS cells were treated with 3 μM PHA665752 and then analyzed. Data are presented as means ± SD from three independent experiments. **D.** GALTNT2 regulated O-glycosylation of MET. Some AGS and MKN28 lysates were treated with neuraminidase (Neu) to unmask the effects of sialyation, and all were then incubated with VVA-conjugated agarose beads. Proteins pulled down by VVA were analyzed by immunoblotting (IB) with anti-MET antibody. Knockdown of GALNT2 decreased VVA binding to MET in AGS and MKN28 cells. Total lysate was used as loading control. (*p < 0.05; **p < 0.005; ***p < 0.001; siGALNT2 versus siGALNT2+PHA665752; #*p* < 0.005).

### GALNT2 modulates o-glycosylation of MET

To investigate whether GALNT2 can modify O-glycans on MET, VVA lectin was used to detect Tn antigen (GalNAc-o-Ser/Thr) expression in the presence or absence of GALNT2 knockdown. To minimize the effects of sialic acids on lectin binding, neuramidase digestion of the cell lysate was performed. MET in control and GALNT2-knockdown AGS and MKN28 cells was immuno-precipitated. As shown in Figure 5D, GALNT2-knockdown reduced VVA binding to MET O-glycan, regardless of neuramidase treatment. These results indicated that GALNT2 modifies O-glycan on MET in gastric cancer cells.

### GALNT2 knockdown increased MET expression in gastric cancer

GALNT2 knockdown in AGS and MKN28 cells was associated with increased total MET expression (Figure 5D and Supplementary Figure 3). IHC staining of GALNT2 and MET was performed in gastric cancer tissues (Figure 6A), and IHC scores for GALNT2 and MET staining were correlated using a linear regression model (Figure 6B). The Pearson's correlation coefficient between the GALNT2 and MET IHC scores was 0.801 (*p* < 0.001).

**Figure 6:**
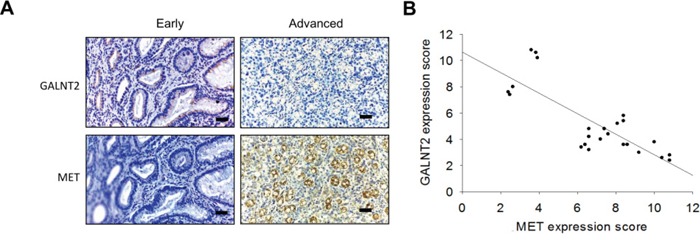
Correlation between GALNT2 and MET expression in GC tissues **A.** Representative immunohistochemistry (IHC) staining of GALNT2 (upper panel) and MET (lower panel) in early (left) and advanced (right) stage gastric cancer tissues. **B.** Linear regression of IHC scores of GALNT2 and MET in gastric cancer (n=24). The correlation coefficient (r) was −0.801; *p* < 0.001. Scale bars, 40μm.

### GALNT2 knockdown affects gene expression

To better understand the molecular mechanisms by which *GALNT2* gene expression affects gastric cancer progression, we evaluated global gene expression changes in control and *GALNT2-*knockdown AGS cells. 

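AGS is a cell line established from a human gastric adenocarcinoma. For the microarrays, AGS cells received either an siRNA against GALNT2 (siGALNT2) or a control siRNA without a human target (siC), each at 100 nM, and RNA was taken after 48 h. Labeled cDNA was hybridized to Agilent one-color arrays, with 3 arrays for siC and 3 for siGALNT2. The arrays lay on 3 slides, each of which carried 1 siC array and the siGALNT2 array of the same replicate number, and both arrays of a slide were scanned together. Each array held 60901 spots for transcripts, covering 58201 probes. On slides 1 and 2, between 80.7% and 85.2% of these spots were well above background, whereas slide 3 gave 70.0% for siC and 74.2% for siGALNT2, with a lower background-corrected signal as well. The number of arrays limits the precision of every comparison.

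The authors extracted spot intensities with Agilent's Feature Extraction software, which subtracts the local background, and excluded spots flagged as non-uniform outliers. The deposited background-corrected intensities were analyzed here on the log2 scale, relative to the 75th percentile of each array, with the flagged spots left out and repeated spots of a probe averaged. A probe was tested when it was well above background on at least 3 of the 6 arrays and had at least 2 values per group, which kept 47187 probes. Of these, the brightest probe of each gene stood for it, giving 19944 genes named through RefSeq accessions. The groups were compared with limma's moderated test, and p-values were adjusted by the Benjamini-Hochberg method over the tested probes. The treatment of the slide is a choice that can change the numbers, since the slide accounted for 71.1% of the sum of squares between arrays and the siRNA for 12.2%.

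The siRNA target was examined first. GALNT2 (NM_004481) had a log2 signal of 0.23 ± 0.41 (SD, n = 3) in siC and −3.02 ± 0.05 (SD, n = 3) in siGALNT2. The log2 fold change was −3.24 (standard error 0.29, adjusted p = 0.370 from limma with Benjamini-Hochberg adjustment), which leaves 0.106 of the control signal. Each siGALNT2 array lay below each siC array. For this the two-sided exact permutation test gives p = 0.1, the smallest that 3 arrays against 3 allow when the slides are ignored. Swapping arrays only within slides could not give a p as small. On the slides taken separately, the log2 difference was −3.24, −3.70 and −2.78.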

All microarray experiments were performed in triplicate, with three hybridizations conducted for each group of *GALNT2* knockdown cells against the corresponding control. 

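No probe passed an adjusted p of 0.05 in either direction with limma, and none did with the Student's t-test named in the methods. Without adjustment, 1270 probes (2.69%) had a p under 0.05 by limma and 1850 by the methods' t-test, where chance alone gives 2359. With the slide as a block, limma left 4731 probes (10.0%) under 0.05 and again none after adjustment. In simulated arrays with the real slide deviations, 200 of 46776 probes were changed by known amounts, all larger than 1.5-fold. Without the block, 86.5% of the changed probes had a p under 0.05 and a fold change of at least 1.5 in the right direction. With the block it was 94.0%. These shares do not cover changes close to 1.5-fold. In neither fit did any of these 200 probes pass the adjustment, so the adjusted count of 0 does not show that expression was unchanged.

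Among genes with no overlap between the groups, an unadjusted p under 0.05 and a fold change of at least 1.5, the largest decrease was that of GALNT2 itself. Among those well above background on all arrays, CDKN1C followed it with a log2 fold change of −2.61 (standard error 0.34). MGAT3 and EDN2 were not well above background on any siGALNT2 array, so only a bound within this fit can be given for them. In it, their signal was at least 4.00-fold lower and at least 2.59-fold lower, respectively, when each dim array was set to its lowest signal well above background or, if higher, its own. ADAMTS18, with a log2 fold change of −2.56 (standard error 0.77), had a usable value on only 2 of the 3 siGALNT2 arrays. It was well above background on 2 siC arrays and 1 siGALNT2 array. Across the alternatives its log2 fold change ran from −3.27 to −0.63, and with an array left out from −3.27 to −2.17. The largest increases were those of SPRR2A, SPRR2B (3.03, standard error 0.34), GAU1, SPRR2F (2.02, standard error 0.29) and SPRR2E (1.99, standard error 0.29). GAU1 was not well above background on any siC array and in this fit was at least 2.24-fold higher in siGALNT2. These 3 bounds do not hold under every alternative, since with normexp background correction the log2 fold change was −1.41 for MGAT3, −1.20 for EDN2 and 0.72 for GAU1, and that of MGAT3 was −1.69 without siC replicate 3. SPRR2B was well above background on 2 of the 3 siC arrays. Each of these genes apart from GALNT2 and SPRR2B had an adjusted p of 1.00, and SPRR2B one of 0.812, by limma with Benjamini-Hochberg adjustment.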

Functional enrichment and network analysis showed that *GALNT2* knockdown in AGS cells lead to differential gene expression in various pathways, including response to nutrient levels, response to hormone stimuli and hormone-mediated signaling pathways, regulation of collagen metabolic processes, regulation of signal transduction, and epithelial cell differentiation (Figure 7). The differential expressions (≥ 1.5-fold change, *p* < 0.05) of functionally related gene groups are provided in Supplementary Table S1. 

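At this threshold, with limma's unadjusted p, 426 genes were lower and 190 higher in siGALNT2, which is 69.2% lower. With the slide as a block, 804 genes were lower and 496 higher, and the methods' t-test gave 345 and 155. Leaving out single arrays moved the counts most, but this also unbalances the slides, so an array cannot be told apart from its slide. Without siGALNT2 replicate 3 the counts rose to 899 lower and 528 higher. They fell to 186 lower without siGALNT2 replicate 1 and to 59 higher without siGALNT2 replicate 2.

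Supplementary Table S1 lists 62 down-regulated and 18 up-regulated genes in 12 overlapping functional groups. All 62 down-regulated genes were tested, and 59 of them were lower in siGALNT2, with a median log2 fold change of −1.13. The threshold was passed by 50 of them. Of the up-regulated genes 17 were tested, since KRT34 was not matched to a probe here. All 17 were higher, with a median of 1.18, and 16 passed the threshold. Adjusted over the list alone, 48 down-regulated genes that were lower and 15 up-regulated genes that were higher had a p under 0.05 by limma, as did 2 genes listed as down-regulated, AKR1B10 and RGS2, that were higher. Adjusted over all probes 0 did. The counts within the list are not independent evidence, because the study chose the list from these arrays.

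In the group for regulation of signal transduction, 26 of 35 down-regulated and 4 of 4 up-regulated genes passed the threshold. For the response to hormone these numbers were 16 of 21 and 4 of 4, and for the response to nutrient levels 6 of 7 and 2 of 3. The 3 down-regulated genes and the 1 up-regulated gene for regulation of the collagen metabolic process all passed. Epithelial cell differentiation had 4 of 5 down-regulated and 5 of 5 up-regulated genes past the threshold, the latter with a median log2 fold change of 2.02. All 8 genes listed for cholesterol biosynthesis were lower and past the threshold, with log2 fold changes between −2.19 and −0.83. Leaving out siGALNT2 replicate 2 lowered the up-regulated genes past the threshold from 16 to 9. A gene with several probes could differ between them. When any probe of a gene counted, a choice made after the data were seen, 59 down-regulated and 17 up-regulated genes passed. The paper grouped the genes past its threshold by shared function, and from the enriched groups it states that GALNT2 knockdown in AGS cells led to differential gene expression in these pathways. Its enrichment analysis was not repeated here.

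**Figure D1:**
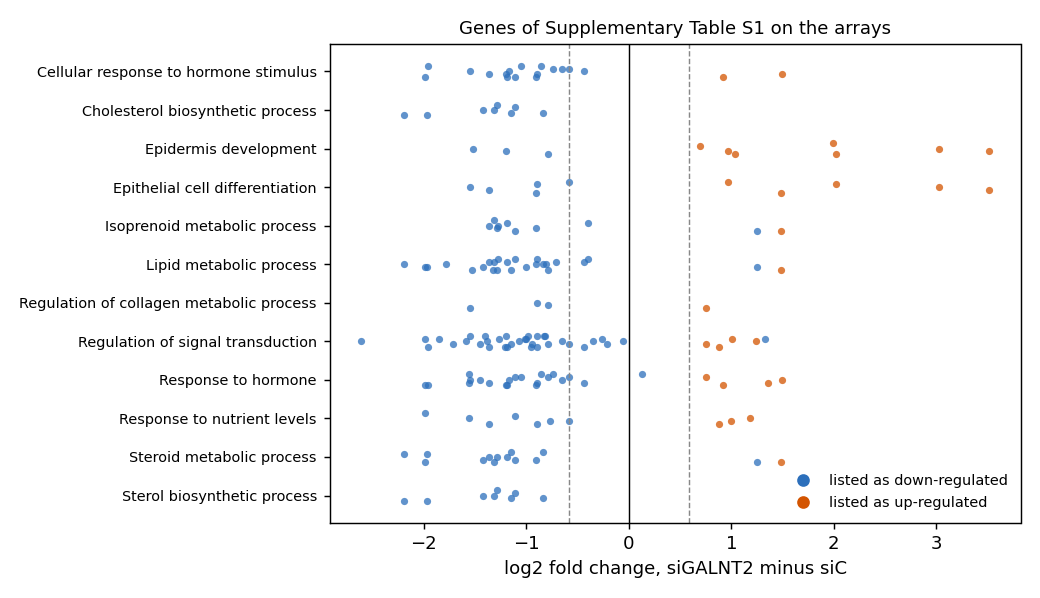
Log2 fold change (siGALNT2 minus siC, 3 arrays each) of the tested genes of Supplementary Table S1, by functional group. Each point is 1 gene, blue if listed as down-regulated and orange if listed as up-regulated, and a gene in several groups is drawn in each. The dashed lines mark a fold change of 1.5 and the solid line no change. Of the blue points, those of AKR1B10 (1.26), RGS2 (1.33) and OPRL1 (0.13) lie to the right of 0.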

Genes selected for real-time RT-PCR validation are shown in Figure 8. 

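On the arrays, 12 of the 13 genes in Figure 8 were tested. The remaining one, DSC1, has a single probe, which was well above background on 1 array only. INSIG1 had a log2 signal of 0.31 ± 0.45 (SD, n = 3) in siC and −1.88 ± 0.82 (SD, n = 3) in siGALNT2, a log2 fold change of −2.19 (standard error 0.46). For PPM1H the log2 fold change was −2.07 (standard error 0.37), for RAB26 −1.70 (standard error 0.38) and for SYNPR −1.68 (standard error 0.30). PDGFRL was well above background on all siC arrays but on 1 siGALNT2 array, and its log2 fold change of −2.49 had a standard error of 0.67. In these 5 genes each siGALNT2 array lay below each siC array. NRP1 was higher, with a log2 fold change of 1.24 (standard error 0.44) for its brightest probe and 1.29 for another, and no overlap between the groups. BDNF had a usable value on 2 of the 3 siGALNT2 arrays, was well above background on 2 of the 3 siC arrays, and had a log2 fold change of 1.53 (standard error 0.50). It was past the 1.5-fold threshold in this fit but not with the slide as a block, and a dimmer probe of the gene gave 0.09 (standard error 0.62). UPP1 rose by 1.18 (standard error 0.72), with overlapping groups, so that it did not pass the threshold. With the slide as a block its standard error was 0.34 and it did, as did a dimmer probe of the gene without the block, at 1.95. For SSH2, with a log2 fold change of −0.41 (standard error 0.36), the difference was within the spread between arrays, and its dimmer probe gave 0.11 (standard error 0.45). Adjusted over all probes tested, each of these genes had a p of 1.00 by limma with Benjamini-Hochberg adjustment.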

GALNT2 suppression downregulated genes related to signal transduction regulation (PALM3 and NREP), and upregulated a gene that regulates epithelial cell differentiation (SPRR2A), in AGS cells.

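NREP (NM_004772) had a log2 signal of −1.39 ± 0.18 (SD, n = 3) in siC and −3.10 ± 0.70 (SD, n = 3) in siGALNT2. The log2 fold change was −1.71 (standard error 0.39, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment), and a second, dimmer probe fell by 1.46 (standard error 0.43). In both probes each siGALNT2 array lay below each siC array. The 2 probes of PALM3 differed. The brighter one had a log2 signal of 2.13 ± 0.05 (SD, n = 3) in siC and 2.07 ± 0.29 (SD, n = 3) in siGALNT2, a log2 fold change of −0.06 (standard error 0.27) that is smaller than its error. It turned to 0.10 without siGALNT2 replicate 3. The dimmer probe of PALM3 fell by 1.83 (standard error 0.36), from −0.41 ± 0.45 (SD, n = 3) to −2.24 ± 0.43 (SD, n = 3), with no overlap between the groups. Averaging both probes gave −0.94. SPRR2A (NM_005988) rose from 0.79 ± 0.90 (SD, n = 3) to 4.30 ± 0.11 (SD, n = 3), a log2 fold change of 3.51 (standard error 0.45, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). A further probe of SPRR2A gave 3.31. The log2 difference on the 3 slides was 2.72, 3.24 and 4.58, and every siGALNT2 array lay above every siC array. Across the 7 SPRR2 genes tested, the log2 fold change ran from 0.23 for SPRR2G to that of SPRR2A.

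**Figure D2:**
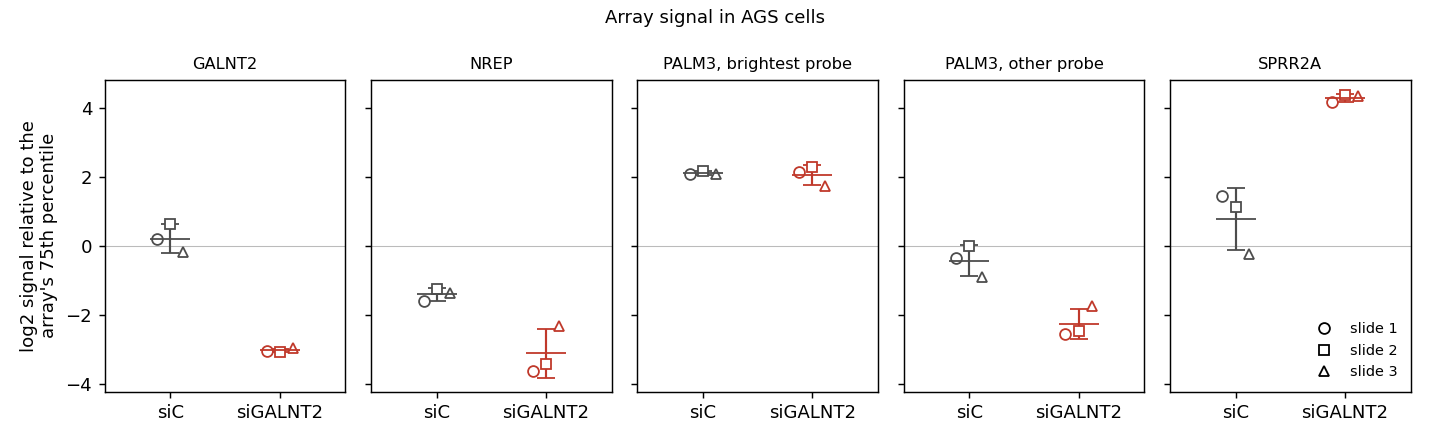
Log2 signal of GALNT2, NREP, both probes of PALM3 and SPRR2A on each array, relative to the array's 75th percentile (vertical axis), by siRNA (horizontal axis). Open symbols are single arrays, shaped by slide, and bars show the mean and SD of 3 arrays. The siGALNT2 arrays lie below the siC arrays for GALNT2, NREP and the dimmer PALM3 probe and above them for SPRR2A, and the groups overlap for the brighter PALM3 probe.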

**Figure 7:**
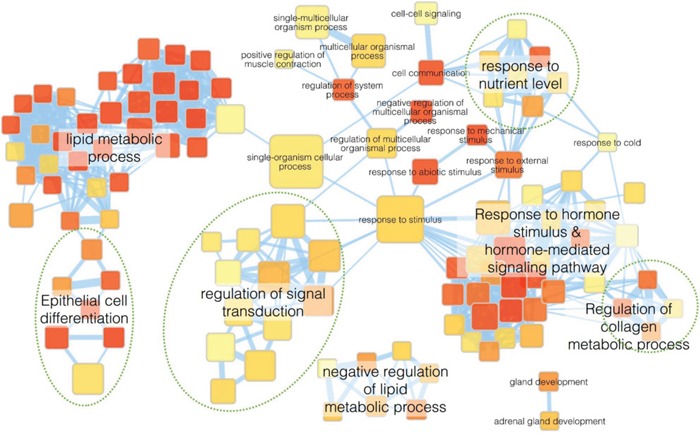
Functional maps of genes with altered expression after GALNT2 knockdown in AGS cells Enrichment results of *GALNT2* knockdown in AGS cells were mapped as networks. Nodes represent enriched gene sets (p < 0.05), and edges represent gene overlap scores between nodes above the threshold (0.6). Node color indicates enrichment p-value (red: low; yellow: high). Node size is proportional to the number of genes belonging to the corresponding gene set. Edge thickness is proportional to the overlap score. Groups of functionally related gene sets are highlighted in colors and labeled.

**Figure 8:**
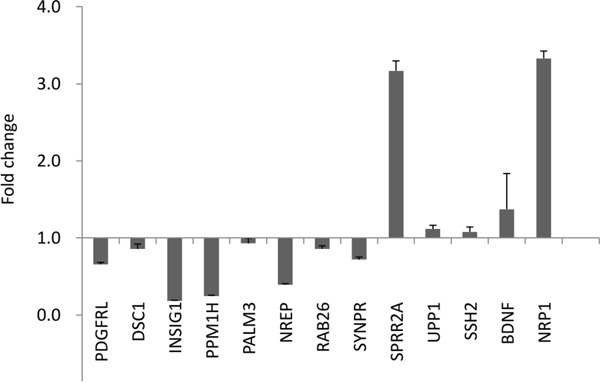
Quantitative RT-PCR validation of microarray results Altered expression (fold change) of selected genes upon *GALNT2* knockdown in AGS cells compared with control. Values greater than 1 represent gene upregulation and values less than 1 represent gene downregulation. Results were analyzed from three independent *GALNT2* knockdown AGS cell groups and their corresponding controls and are presented as mean ± SD.

## DISCUSSION

In this study, we show that GALNT2 is an important glycosylation enzyme in the human stomach. GALNT2 was downregulated in gastric adenocarcinoma, and lower GALNT2 expression correlated with more advanced tumor stage, lymph node metastasis, and reduced disease-free survival. GALNT2 downregulation promoted malignant phenotypes in gastric cancer, including cell proliferation, migration, invasion, and tumor metastasis, by increasing MET phosphorylation.

Altered glycosylation is a common feature of cancer. Tumor-associated carbohydrate antigens, such as Tn and T antigens, are associated with tumor progression. GalNAc-transferases (GALNTs) are crucial O-glycosyltransferases that initiate the formation of mucin-type O-glycan (Tn antigen) and are differentially expressed in various tissues. Whether GALNTs may act as markers of gastric cancer or potential targets for vaccines remains unclear. Here, we show that the GALNT1, 2, and 8 enzymes play important roles in human stomach tissue, and GLANT2 was the most highly expressed of these three. In our previous studies, downregulation of GALNT2 in hepatocellular carcinoma [6] and neuroblastoma [13] was associated with increased malignancy. Here, we showed that downregulation of GALNT2 also correlated with increased malignant progression in gastric cancer. Additionally, our *in vitro* results were similar to a previous study (3) in that GALNT2 knockdown was associated with increased cell proliferation, adhesion, and invasion in gastric cancer cells.

Receptor tyrosine kinases (RTKs) are promising targets for cancer treatment, since dysregulated RTK signaling pathways are important for malignant transformation [14]. Deng et al. showed that RTK/RAS genomic amplifications, including FGFR2, EGFR, Her2, and MET, occur in approximately 37% of gastric cancer patients [15]. GALNT2 can also modify the activity of EGFR [6] or the IGF-1 receptor [13] in cancer. Our p-RTK array results showed for the first time that GALNT2 regulates the phosphorylation of multiple RTKs in GC, especially Hepatocyte growth factor receptor (MET). A MET inhibitor, PHA665752, reversed the effects of GALNT2 knockdown on gastric cancer cell survival, invasion, and migration, suggesting that GALNT2 affects GC progression by modifying MET activity. MET is a pleiotropic RTK, and the MET gene is amplified in a small but prognosis-poor subgroup of gastric cancer patients [16]. We also found that GALNT2 downregulation was associated with MET overexpression in our patient cohort. The exact cause of increased MET expression is not known, but it is possible that GALNT2-induced alterations in O-glycosylation of RTKs might change their stabilities [12] or degradation rates [17].

Furthermore, we showed that GALNT2 can modify MET O-glycosylation in gastric cancer cells. GALNT initiates mucin-type O-glycosylation by adding α-GalNAc to serine/threonine residues in proteins, resulting in the formation of Tn antigens. GALNT2 knockdown in gastric cancer reduced Tn antigen expression on MET, as evidenced by reduced VVA binding (Figure 5D). Aberrant Tn antigen formation might interfere with extension and lead to truncated O-glycans, which might be partially responsible for the dysregulated MET activation.

Future studies will help to clarify the findings presented here. First, the signaling pathways leading to increased proliferation, invasion, and migration in GALNT-2 knockdown gastric cancer cells were not explored in our study. However, an examination of global gene expression showed that many functionally related genes associated with hormone-mediated signaling, signal transduction, response to nutrient levels, and epithelial cell differentiation were differentially expressed following GALNT2 suppression in AGS cells. Additionally, GALNT2 knockdown in SGC7901 cells increases MMP-2 and TGF-beta expression [3], suggesting that altered glycosylation might modulate the expression of metalloproteases and cytokines and in turn affect cell phenotypes. Further studies of the molecular mechanisms underlying the effects of GALNT2 in gastric cancer would be helpful. Second, increased phosphorylation of other RTKs, including EGFR, was also shown in GALNT2 knockdown gastric cancer cells. EGFR overexpression was observed in 27-44% of resected gastric cancer tissues and was often associated with poor prognosis [18,19,20]. Our previous studies showed that GALNT2 modulated EGFR activity and suppressed EGF-induced proliferation, migration, and invasion in hepatocellular carcinoma cells [6]. Whether GALNT2 also suppresses EGF-induced phenotypes in gastric cancer cells requires further study. Finally, microRNAs might target GALNTs in bladder cancer [21] and during osteoblast differentiation [22]. The upstream regulatory events controlling GALNT expression in gastric cancer remain to be explored.

In summary, GALNT2 is frequently downregulated in advanced gastric cancer, and lower GALNT2 expression is associated with poor disease-free survival. Knockdown of GALNT2 enhanced malignant phenotypes in gastric cancer cells and promoted tumor metastasis in a nude mouse model. Furthermore, GALNT2 knockdown increases MET activation and reduces Tn antigen expression on MET. These findings suggest that GALNT2 suppresses gastric cancer progression by modifying MET O-glycosylation and phosphorylation.

## MATERIALS AND METHODS

### Real-time reverse transcription (RT)-PCR

Total RNA was isolated from gastric cancer tissues using Trizol reagent (Invitrogen, Life Technologies). Reverse transcription was performed using 2 μg of total RNA, random primers, and SuperScript II RT (Invitrogen) according to the manufacturer's protocol. *GALNT2* expression was quantified by real-time RT-PCR using PCR System Mx3000P (Stratagene) with sense primer 5′-AAGGAGAAGTCGGTGAAGCA-3′ and anti-sense primer 5′-TTGAGCGTGAACTTCCACTG-3′. The other GALNT members were quantified as previously described [6]. Relative mRNA expression normalized to GAPDH was analyzed with MxPro Software (Stratagene).

### Western blot analysis

Total cell lysates from gastric cancer tissue or cultured cells were used. Equal amounts (30 μg) of extracted protein were resolved on SDS-PAGE by electrophoresis, transferred and blocked in TBST (20 mM Tris–HCl, 137 mM NaCl, and 0.1% Tween 20, pH 7.5). The polyvinylidine difluoride membrane was incubated with primary antibody overnight at 4°C, and then with horseradish peroxidase conjugated secondary antibody for 1 hour. The primary antibodies used were GALNT2 (Sigma), GAPDH, β-actin (Santa Cruz Biotechnology, Santa Cruz, CA, USA), MET and Tyr 1234/1235 phospho-MET (cell signaling). Specific bands were detected by enhanced chemilumination detection system (Amersham, Uppsala, Sweden). Protein signals were quantified by optical density ratios using β-actin expression as a control.

### Tissue immunohistochemistry

For immunohistochemical staining, 5-μm sections of the Paraffin-embedded tissue blocks were probed with GALNT2 polyclonal (1:200, Sigma) and MET (1:200, cell signaling) antibodies diluted with 5% BSA/PBS for 16 hours at 4°C, and stained using the Super Sensitive Link-Label immunohistochemistry Detection System (BioGenex). The intensity of GALNT2 staining was quantified by a microscope-based image analysis program (Image Pro Plus; Media Cybemetics, Silver Spring, MD). At least three random fields in each section were examined and analyzed at 100x magnification. A semi-quantitative immunoreactivity scoring (IRS) system [8,9] was applied to assess the immunostaining. Immunostaining intensity (I) was graded as 0 (no staining), 1 (weak staining), 2 (moderate staining), or 3 (strong staining). The percentage of immuno-reactive cells (P) was graded as 0 (none), 1 (<10%), 2 (10–50%), 3 (51–80%), or 4 (>80%). Multiplication of I and P resulted in an IRS ranging from 0 to 12 for each tumor. We used a grouping algorithm (raw scores, low [IRS 0–6] *vs* high [IRS 7–12]) to test the correlation between GALNT2 expression and clinicopathologic features in gastric carcinoma patients.

### Cell culture

Human gastric cancer cell lines MKN28 and MKN74 were kindly provided by Sang-Uk Han (Korea) in 2013. AGS and MKN-45 cells were kindly provided by Min-Chuan Huang (National Taiwan University, Taiwan) in 2010. N87 cells were purchased from Bioresource Collection and Research Center (Hsinchu, Taiwan). GES-1, the immortalized human gastric epithelial mucosa cell line, was kindly provided by Tang-Long Shen (National Taiwan University, Taiwan) in 2014. All cell lines were authenticated by the provider based on morphology, antigen expression, growth, DNA profile, and cytogenetics. These cells were grown in monolayer cultures in T75 cm^2^ flasks or 10-cm culture plates and maintained in RPMI medium with 10% fetal bovine serum, 2% sodium bicarbonate, 2 mM L-Glutamine, and 1% penicillin, 1% streptomycin, and 1% amphotericin at 37°C with 5% CO_2_ in a 95% humidified atmosphere.

### siRNA knockdown of GALNT2 expression

In transient knockdown experiments, two siRNA oligonucleotides against GALNT2 and a non-targeting siRNA control were synthesized by Invitrogen. AGS and MKN28 cells were transfected with siRNA using Lipofectamine RNAiMAX (Invitrogen) with a final concentration of 100 nM.

### Overexpression of GALNT2 in gastric cancer cells

The RT-PCR products of full-length human *GALNT2* (Accession No. NM_004481) were cloned into pcDNA3.1/myc-His (Invitrogen Life Technologies) to generate the *GALNT2*/myc-His fusion gene. The insert was confirmed by DNA sequencing. Overexpression of the *GALNT2* gene was achieved by transfecting AGS (or MKN45) cells with pcDNA3.1/*GALNT2*/mycHis plasmids using Lipofectamine 2000 (Invitrogen, Life Technologies) according to the manufacturer's protocol. The transfected cells were selected with 500 μg/mL of G418 for 14 days and then pooled for further studies.

### Cell viability

The cell viability was assessed by measuring the ability of cells to reduce 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) to the dark blue formazan product. According to the manufacturer's instructions (Cayman Chemical, Ann Arbor, MI), gastric cancer cells were seeded at a density of 1 × 10^3^ cells per well and incubated with MTT for 4 hours at 37°C. Absorbance was read at 570 nm. Results are expressed as percent absorbance compared to the control cells.

### Transwell migration assay

Cell migration was evaluated in 24-well transwell culture chambers. The siGALNT2-transfected cells (5 × 10^3^) were re-suspended in serum-free RPMI and added to the upper well of each migration chamber with an 8-μm pore size membrane (Corning). Cell migration was induced by 10% FBS (PAA Laboratories) in the lower chamber. After 24 hours, cells that migrated to the lower surface of the filter were stained with 0.5 % (wt/vol) crystal violet (Sigma) and counted.

### Matrigel invasion assay

Cell invasion assays were done in BioCoat Matrigel invasion chambers (Becton Dickinson) according to the manufacture's protocol. Briefly, RPMI with 10% FBS as a chemoattractant was loaded in the lower part of the chamber, and 5 × 10^3^ transfected cells in 500 μL serum-free RPMI were seeded onto the upper part. Cells were allowed to invade the matrigel for 24 hours. Invading cells were fixed and stained with 0.5% (wt/vol) crystal violet. Cell numbers were counted for each well, and values are presented as mean ± SD.

### Plasmids and construction of stable transfectants

To stably knock down endogenous GALNT2 in AGS cells, *GALNT2* shRNA plasmids (pGPU6/GFP/Neo-shGALNT2) were designed and synthesized by Tools Co. (Taipei, Taiwan). The target sequence was 5′-GATGGTGTGGTTGGAGTTTATGAAT-3′. The pGPU6/GFP/Neo-shC plasmid, which encodes a hairpin siRNA with a sequence not found in human genome databases, was used as a negative control [10]. AGS cells were transfected with plasmids expressing shGALNT2 and shC using Lipofectamine 2000 (Invitrogen) according to the manufacturer's instructions. Stable AGS transfectants were confirmed by Western blotting. The stable transfectants expressing *GALNT2*-specific shRNA are referred to as shG2, and control AGS cells transfected with shC are referred to as shC.

### Tumor metastasis in nude mice

Four week-old male nude *Balb/c* mice (National Taiwan University, Taipei, Taiwan) were used to assess the effect of GALNT2 shRNA on tumor metastasis *in vivo*. The protocol was approved by the Animal Care and Use Committee of National Taiwan University. The mice were divided to two groups, with nine per group. Approximately 2 × 10^6^ cells (AGS shC or AGS shGALNT2) in 0.1 ml of PBS were inoculated into the tail veins of the mice [10]. Tumor–bearing mice were monitored by the *in vivo* imaging system (IVIS) (IVIS spectrum, Xenogen Corporation, CA, USA) to assess the metastasis of gastric cancer cells. At indicated times, mice were anesthetized and placed in the IVIS to analyze fluorescence according to the manufacturer's protocol. Quantitative measurement of fluorescence signal intensity was performed using Living Image v.4.1 software (PerkinElmer/Caliper) [11].

### Phospho-receptor tyrosine kinase array

A human phospho-receptor tyrosine kinase (p-RTK) array kit including 49 RTKs was purchased from R&D systems. siC and siGALNT2-transfected gastric cancer cells (AGS and MKN28) were cultured until confluence on 10 cm^2^ culture plates. Cells were lysed and 250 μg of protein were used for Western blotting according to the manufacturer's protocol. Activated receptors were matched according to the phospho-RTK array coordinates: (b1, b2: EGFR; b17, b18: INSR; b19, b20: IGF1R; c3, c4: MET; Black dots represent phospho-tyrosine positive controls.)

### Lectin pull down assay

*Vicia Villosa* Lectin (VVA) agarose beads (Vector Laboratories) were used to detect the Tn antigen on glycoproteins, as reported [12]. Cell lysates (0.3 mg) were incubated with or without neuraminidase, an enzyme that removes sialic acids, at 37°C for 1 hour, and then applied to VVA-conjugated agarose beads at 4°C for 16 hours. Precipitated proteins were then used for Western blotting.

### Gene expression profiling and quantitative RT-PCR validation

Total RNA from control and GALNT2 siRNA knockdown AGS cells was extracted in triplicate using the GeneJET RNA Purification kit (Thermo Scientific) following the manufacturer's protocol and quantified by NanoDrop spectrophotometer (Bio-Rad). The RNA quality was monitored with an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). cDNA prepared from 10 μg of total RNA was labeled with aa-dUTP using the Invitrogen SuperScriptTM Plus Indirect cDNA Labeling System according to the manufacturer's protocol, followed by aa-cDNA column purification (QIAGEN, Valencia, CA). Alexa555 Dye was incorporated to aa-cDNA followed by column purification with Alexa/CyDye-cDNA cRNA purification (Qiagen). DNA yields were confirmed by 1% DNA agarose gel and visualized with Fuji image reader at 600V PMT. An Agilent Gene Expression Hybridization Kit was used for hybridization according to the manufacturer's instructions. Briefly, 16 μl of dye-labeled cDNA were hybridized to an Agilent SurePrint G3 Human Gene Expression 8x60K v2 Microarray (G4851B). Microarrays were scanned on an Agilent DNA Microarray Scanner (US9230696) using one color scan setting for 8x60k array slides. The scanned images were analyzed with Feature Extraction Software 10.5.1.1 (Agilent). Features flagged in Feature Extraction as Feature Non-uniform outliers were excluded. Quantitative RT-PCR to determine expression of selected genes was performed for validation as described above. The primers were designed with Primer3 (v.0.4.0) algorithm; the sequences are freely available from the Entrez Nucleotide database. All microarray experiments were performed in triplicate, with three hybridizations conducted for each group of *GALNT2* knockdown cells against the corresponding control. Microarray data were deposited in the GEO database (accession number GSE75755).

### Statistical analyses

We conducted paired *t*-tests for the analysis of paired GC tissues. *In vitro* tumor cell viability migration and invasion data were analyzed by one-way analysis of variance (ANOVA). Disease-free survival data were analyzed by Kaplan-Meier log rank tests. Student's *t*-test was used for other experiments. Data are presented as means ± SD. *p*<0.05 or less was considered to be statistically significant, and all experiments were performed in triplicate to verify reproducibility.

## SUPPLEMENTARY FIGURES AND TABLE

# Supplementary material for: Mucin glycosylating enzyme GALNT2 suppresses malignancy in gastric adenocarcinoma by reducing MET phosphorylation
**Source:** Oncotarget. 2016 Jan 30;7(10):11251–62. doi: 10.18632/oncotarget.7081
**Supplement:** Supplementary file 1

## SUPPLEMENTARY FIGURES AND TABLE

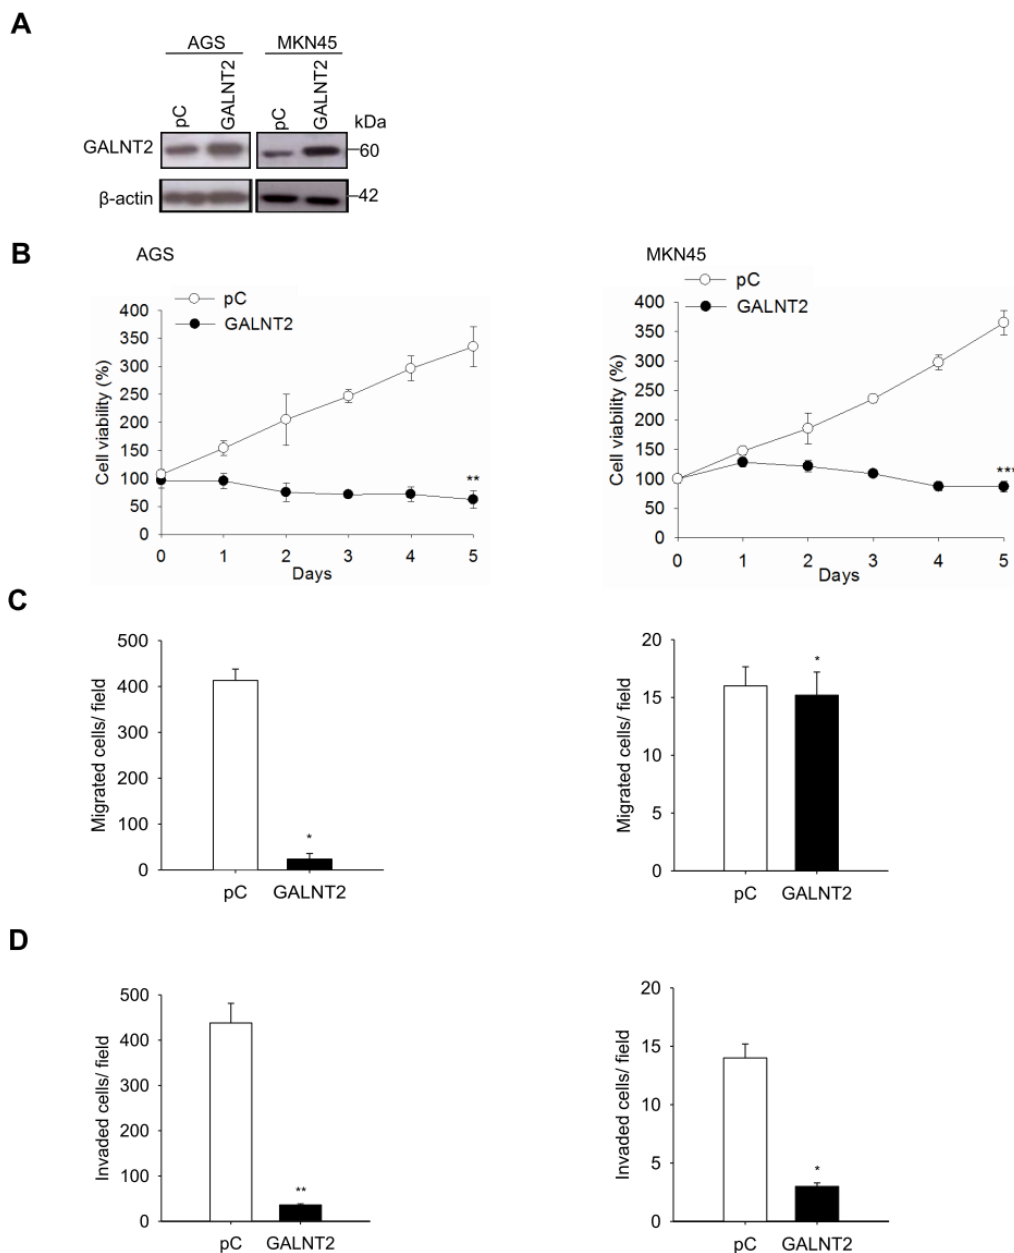

**Supplementary Figure S1: Overexpression of GALNT2 in gastric cancer cell lines and its effect on phenotypes.**

**A.** Overexpression GALNT2 in AGS and MKN45 cells was confirmed by Western blotting. **B.** Cell viability was analyzed by MTT assay at different time points. The results were graphed after standardization by GALNT2 in control cells (pC) (Day0) to 1.0. (Left, AGS cells; right, MKN45 cells) **C.** Effects of GALNT2 overexpression on cell migration by transwell migration assays. (Left, AGS cells; right, MKN45 cells) **D.** Effects of GALNT2 overexpression on cell invasion by matrigel invasion assay. (Left, AGS cells; right, MKN45 cells) (pC: plasmid control; \*:  $p < 0.05$ ; \*\*:  $p < 0.005$ ; \*\*\*:  $p < 0.001$ ).

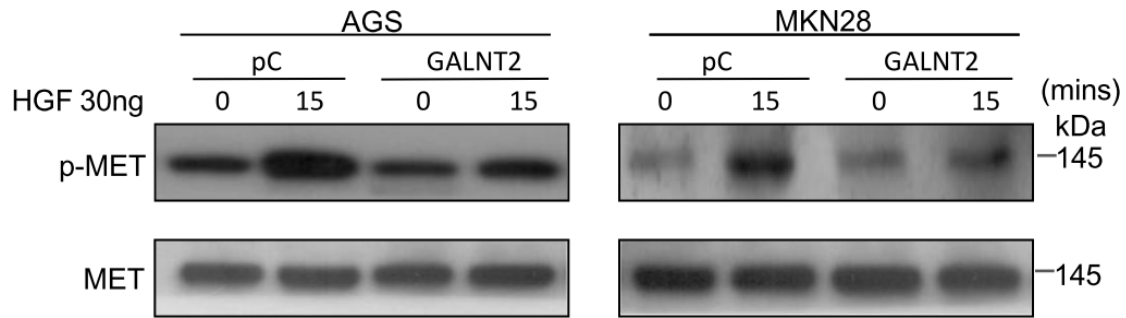

**Supplementary Figure S2: Overexpression of GALNT2 in gastric cancer cells reduces HGF-induced p-MET.** AGS and MKN28 cells were transfected with plasmid control (pC) or pcDNA3.1/*GALNT2*/mycHis plasmids. The cell lysates were immunoblotted with antibodies for p-MET and total MET. A marked decrease in MET phosphorylation in both AGS and MKN28 cells was evident at 15 minutes after HGF stimulation.

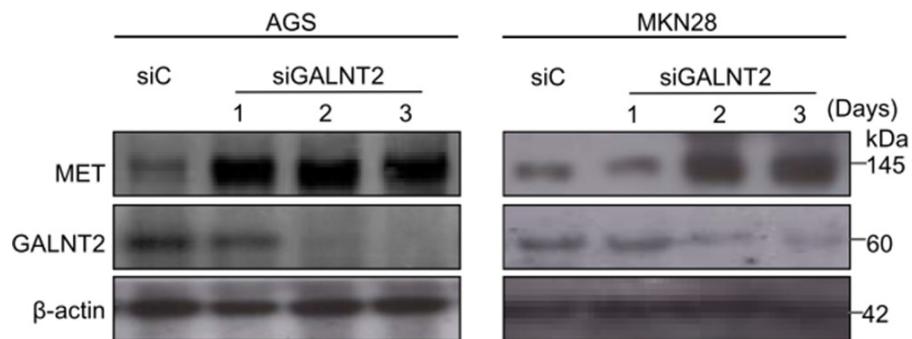

**Supplementary Figure S3: Western blots of GALNT2 and total MET expression in AGS and MKN28 cell lines.** Total MET expression in AGS and MKN28 were increased when GALNT2 was knocked down.

**Supplementary Table S1: Differential expressions of selected genes in GALNT2 knockdown AGS cells**

See Supplementary File 1

How the deposited data were processed for this re-analysis (not part of the article)

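Gene expression was measured in AGS cells 48 h after transfection with siGALNT2 or siC at 100 nM, with 3 one-color Agilent arrays per group. The paper's text does not say which of its GALNT2 siRNAs was used for the arrays. The array's design number in the scanner files is 072363, whereas the methods name the G4851B array, and probes were used as the files list them. The authors extracted the arrays with Feature Extraction 10.5.1.1, which gives a background-corrected processed intensity for each spot along with flags, and they excluded non-uniform outliers. Of the spot columns, the deposited processed intensity, the median spot and background intensities, and the flags were used. The authors also deposited a table of log2 values per probe. In about 99.3% of probes on each array it equals the log2 processed signal minus 1 constant per array, within 0.001, and the 75th percentile of each column is close to 0. It served as an alternative source of values.

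The processed intensities were analyzed on the log2 scale after leaving out control spots and non-uniform outliers, which numbered between 43 and 190 spots per array. No spot was saturated. Spots of the same probe were averaged, and each array's 75th percentile over the probes was subtracted. Of 58201 probes, 11014 were dropped because they were well above background on fewer than 3 of the 6 arrays or had fewer than 2 values in a group. The share of spots well above background ran from 70.0% to 85.2% per array, and the median coefficient of variation of repeated probes on an array from 5.89% to 7.44%. The number of arrays limits the precision.

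The files give an accession for most probes and no gene name. Of the probes, 31104 were named through a RefSeq table of the GRCh38.p14 assembly, giving 22439 gene symbols, and 27097 were not matched. The array files name an older genome build, so no coordinates are given. Among the probes without a symbol, 20383 were tested and are reported here only by number, with 196 lower and 148 higher at an unadjusted p under 0.05 and a fold change of at least 1.5. A gene was represented by its brightest probe over the 6 arrays. Of the genes tested, 5435 had more than 1 tested probe. Among genes past that threshold with several probes, numbering 132, 15 had a probe of the opposite sign.

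The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), siGALNT2 against siC, without a block, with Benjamini-Hochberg adjustment over all tested probes. The methods name Student's t-test for experiments other than those with a test of their own, and do not name the normalization or the test of the arrays. The threshold of the study, a fold change of at least 1.5 and p under 0.05, was applied to limma's unadjusted p. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 read the files, and matplotlib 3.10.9 drew the plots. Standard errors are limma's moderated ones. Single genes were also checked for whether the groups overlapped. There a two-sided exact permutation test of 3 arrays against 3, which ignores the slides, cannot give a p under 0.1. Where a probe was not well above background on any array of a group, a fold is given as a bound only, which applies to the background-corrected values of all 6 arrays.

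Gene lists were written by hand before the data were examined: cholesterol biosynthesis enzymes, fatty acid synthesis genes, NRF2 target genes, MAPK output genes, interferon-stimulated genes, unfolded protein response genes, proliferation genes and cornified envelope genes. Each was tested with limma's camera (preset correlation 0.01), with and without the genes of Supplementary Table S1, and adjusted over the lists. The genes named in the text were fixed by rule at the same time: GALNT2 and MET, the genes the study names for the arrays, the receptors EGFR, IGF1R, INSR and EPHA2, MMP2 and TGFB1, the other GALNT genes, members of the lists, and the 5 largest increases and decreases among genes with no overlap between the groups. These were to be taken at an adjusted p under 0.05 or, since fewer than 5 genes passed, at the study's threshold.

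Replicate numbers pair the arrays, since replicates with the same number shared a slide. Deviations from the group mean correlated within slides (Pearson's r across probes of 0.75, 0.48 and 0.60, where probes are not independent replicates). Between slides r ran from −0.56 to 0.007. The deviations of a group cancel out, so positive values within slides push those between slides down, which adds no evidence. Because of the correlation within slides, the fit with the slide as a block is given where it changes a result. The simulation of 200 changed probes among 46776, in a comparison of 3 arrays with 3, served as a test of the scripts. The fitted log2 fold changes had a slope of 1.00 on the true ones. Without slide deviations, 58.5% of the changed probes passed an adjusted p of 0.05 in the fit without a block. Of 200 unchanged lists, 11 had a camera p under 0.05 with the real slide deviations and no block. These lists were drawn at random and the simulated noise was independent between genes. The simulation therefore does not test the preset for lists of correlated genes.

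The alternatives set before the data were examined were quantile normalization, scaling to the median, normexp background correction (offset 50), no filter on dim probes, a filter at all 6 arrays, both treatments of outlier flags, the deposited log2 table, the methods' t-test, eBayes with trend and robust variances, the mean of all probes of a gene, the replicate block, each array left out, and fry and an estimated correlation for the lists. The normexp correction was planned on mean spot intensities. The scanner files read here had no column of these, so it was run on median spot intensities, a departure from the plan. Chosen after the data were seen were the count over any probe of a gene, a fit with the brightness of the array, the log2 of its 75th percentile, as a covariate, and fry with the replicate block. The functional enrichment and network of the study were not repeated, since no annotation of gene sets was used here.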

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

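The within-slide comparisons, the fits with array brightness, the splits of the arrays for these genes and lists, and the label check in this part were chosen after the results were seen. The gene lists and the test of the cholesterol enzymes were set beforehand.

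The paper discusses genes of Supplementary Table S1 and Figure 8. Outside these, 372 further genes were lower and 171 higher in siGALNT2 at the study's threshold (limma without adjustment), a signal in genes the paper does not report on. None passed an adjusted p of 0.05 by limma. With array brightness as a covariate 396 of the 543 stayed past the threshold in the same direction, which argues against brightness as the whole cause for these. In the fit with the slide as a block 529 stayed, but this decides nothing about differences between slides, because the block leaves the fold change of a probe with all values as it is and the genes were chosen at an unadjusted p under 0.05. Chance stays open as well. In 7 of the 10 ways to split the 6 arrays into 3 and 3, the real one included, at least as many genes passed as the 616 of the real split, so chance cannot be excluded, and with 10 splits it never could be. The split of the 3 brightest arrays against the 3 dimmest, which puts both arrays of slide 1 and siGALNT2 replicate 2 together, gave 4186 genes and 27 probes at an adjusted p under 0.05. Of the 4 splits that part every pair, with the slide as a block, the real one gave the most genes, 1300, and the others gave 1026, 290 and 169. Each of the other 6 splits sets both arrays of a slide against both of another. Leaving out an array lowered the number of these 543 genes past the threshold to between 168 (without siGALNT2 replicate 1) and 402 (without siGALNT2 replicate 3). An off-target effect of the GALNT2 siRNA cannot be told apart from an effect of GALNT2, because the arrays hold 1 condition with a GALNT2 siRNA.

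Cholesterol biosynthesis enzymes outside Supplementary Table S1 were lower as a set, although the paper reports only those in the table. Their median log2 fold change was −0.46, with 14 of 15 lower (camera adjusted p = 1.8e-05). With the slide as a block the adjusted p was 1.0e-04, but under fry it was 0.372 and with an estimated correlation 0.427, so the call rests on the preset correlation. A deviation shared by the arrays of a slide would cancel within it, whereas the within-slide medians were −0.49, −0.87 and −0.21, with 13, 14 and 10 of 15 enzymes lower. With array brightness as a covariate the median was −0.38 (camera adjusted p = 0.0045), which argues against brightness as the whole cause. A swap of labels between the groups is excluded by GALNT2 itself, which was lower in siGALNT2 on every slide, by at least 2.78 on the log2 scale (log2 difference −2.78 on slide 3). Chance stays open. Of the 10 splits, 1, the real one, gave a camera p as small (3.1e-06), which is the lowest share that 10 splits allow. Of the 4 splits that part every pair, with the slide as a block, again only the real one did. Without the block, the others of these 4 gave a camera p of 0.0017, 0.64 and 0.0014. The split of the brightest against the dimmest arrays gave 2.4e-05. A small camera p for this list thus also arises under wrong labels. The effect of an off-target action of the siRNA cannot be told apart from that of GALNT2 with 1 condition carrying a GALNT2 siRNA, and a difference in culture between the groups was not tested. Lower expression of the whole pathway after loss of GALNT2 is a hypothesis.

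MAPK output genes outside Supplementary Table S1 were higher, with a median log2 fold change of 0.36 and 18 of 20 higher (camera adjusted p = 6.4e-05), a signal that the paper does not report. Under fry the adjusted p was 0.372 and with an estimated correlation 0.427. The rise was not seen on every slide, with within-slide medians of 0.53, 0.71 and −0.071, so slide-specific deviations cannot be told apart from an effect of the siRNA. With array brightness as a covariate the median was 0.33 (camera adjusted p = 0.0025), which argues against brightness as the whole cause. Another split gave as small a p, making 2 of 10, and chance cannot be excluded. An off-target effect of the siRNA stays open here as well, with 1 condition carrying a GALNT2 siRNA.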

How the results depend on the processing

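The fit with array brightness, the count over any probe and fry with the replicate block were chosen after the data were seen. The number of probes at an adjusted p under 0.05 was 0 in each direction under every alternative. GALNT2 was lower under each of 19 alternatives, with a log2 fold change between −3.44 and −2.98 and an adjusted p between 0.0788 and 1.00.

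The replicate block moved the genes at the study's threshold from 426 lower and 190 higher to 804 and 496, as its smaller residual spread brought more genes under the p threshold. Of the original genes, 418 lower and 183 higher ones remained. With single arrays left out the counts ran from 186 to 899 lower and from 59 to 528 higher. The highest values came without siGALNT2 replicate 3, and the lowest without siGALNT2 replicate 1 and replicate 2, respectively. Up-regulated genes of Supplementary Table S1 past the threshold numbered 9 to 15 with an array left out, against 16 with all, and the down-regulated ones 34 to 49, against 50. A fit with an array left out keeps the other array of its slide and has no block. Differences between slides therefore no longer cancel in it. Such changes, here and below, cannot be assigned to the array itself, and their cause was not tested. In the other alternatives the counts stayed within 1.5 times. Median scaling gave 288 lower and 151 higher. The share of lower genes was 69.2%, fell to 61.8% with the block, and ran from 58.5% without siC replicate 1 to 80.9% without siGALNT2 replicate 2.

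Among the genes named, the paired fit at the study's threshold also gained UPP1, EGFR, GALNT6, GJA1 and LCK and lost BDNF and ADAMTS18. It changed no call of a gene list by camera.

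The sign of some named genes changed with an array left out. MET then lay between −0.34 and 0.049, PALM3 between −0.17 and 0.10, IGF1R between −0.56 and 0.012, OPRL1 between −0.076 and 0.34, MVK between −0.14 and 0.40, SPRR2G between −0.19 and 0.70, and BDNF between −0.39 and 1.90. Without siGALNT2 replicate 1 or 2, however, the brightest BDNF probe had too few values and a dimmer one stood for the gene. With the mean of all probes OPRL1 turned to −0.67 and was called lower, and SPRR1A turned to 0.24. SPRR2G turned to −0.13 with normexp and to −0.0081 with array brightness. The causes were not tested.

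For the gene lists, fry and an estimated correlation left the medians as they were and removed calls. Cholesterol biosynthesis enzymes (−0.64) had an adjusted p of 0.206 under fry and 0.246 with an estimated correlation, against 1.6e-12 with camera's preset. The p-values were 0.147 and 0.246 for fatty acid synthesis genes (−0.22), 0.222 and 0.246 for MAPK output genes (0.36), and 0.573 and 0.534 for proliferation genes (0.13). Cornified envelope genes (0.26) kept their call under fry (0.0145) and lost it with an estimated correlation (0.0641). With fry and the replicate block together none of the lists was called, with adjusted p-values between 0.0598 and 0.825 (0.0679 for cornified envelope genes). Outside Supplementary Table S1 the cholesterol enzymes (−0.46) and MAPK genes (0.36) lost theirs under both (0.372 and 0.427). These tests take the correlation between the genes of a list from the data, whereas the preset fixes it at 0.01.

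Quantile normalization took proliferation genes to 0.056 (adjusted p = 0.0847). NRF2 target genes outside the table turned to −0.067 with it, to −0.0096 with normexp and to −0.048 with array brightness. Cornified envelope genes outside the table turned to −0.026 with normexp. Interferon-stimulated genes reached 0.23 (adjusted p = 0.0436) with array brightness, and their highest value, 0.28, came without siC replicate 3 (adjusted p = 0.0172, and 0.0179 outside the table). Fatty acid synthesis genes lost their call without siC replicate 2 (0.0711) and without siGALNT2 replicate 1 (0.0570). Proliferation genes lost theirs without siC replicate 1 (0.194) or 3 (0.249) and without siGALNT2 replicate 2 (0.0591) or 3 (0.442). With an array left out, medians ran from −0.91 to −0.46 for cholesterol biosynthesis and −0.70 to −0.35 outside the table, 0.25 to 0.62 for MAPK output and 0.22 to 0.60 outside the table, 0.13 to 0.39 for cornified envelope genes and 0.0084 to 0.17 outside the table, −0.32 to −0.12 for fatty acid synthesis and −0.20 to −0.063 outside the table, −0.15 to 0.0012 for NRF2 targets and −0.11 to 0.039 for those outside the table, −0.032 to 0.28 for interferon-stimulated genes, with and without those of the table, −0.057 to 0.15 for the unfolded protein response and −0.014 to 0.30 for proliferation. The causes were not tested.

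Low signal limits slide 3 most, where 70.0% and 74.2% of spots were well above background. Requiring all 6 arrays left 38949 probes and 418 lower and 166 higher genes. DSC1 gave no value with the filter, KRT34 was not matched to a probe, and MGAT3, EDN2, ADAMTS18, GAU1, SPRR2B, PDGFRL, BDNF, AKR1B10, GALNT4 and SPRR2G gave none with the filter at all 6 arrays. ADAMTS18 also had too few values without siGALNT2 replicate 2 or 3. The normexp values come from median spot intensities, as the scanner files read here had no column of the planned mean intensities. The methods' t-test was not applied to the gene lists.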

Differences from the paper's values

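Figure 8 shows fold changes from RT-PCR, whereas the values here are from the arrays, so the 2 come from different assays. The SDs are the paper's for RT-PCR and those of the 3 within-slide folds for the arrays. PDGFRL was at about 0.66 of the control in Fig. 8, read by eye, and at 0.178 on the arrays. RAB26 was at about 0.87 in Fig. 8, read by eye, and at 0.308 here. SYNPR was at about 0.73 in Fig. 8, read by eye, and at 0.313 here. None of the alternatives set before the data were examined that gave a value brought these within the paper's. The folds ran from 0.125 to 0.375 over 17 such alternatives for PDGFRL, and over 18 from 0.266 to 0.404 for RAB26 and from 0.285 to 0.356 for SYNPR. PDGFRL was well above background on 1 of the 3 siGALNT2 arrays, its fold was 0.0361, 0.287 and 0.546 on the 3 slides, and on the log2 scale, chosen after the values were seen, its distance from the figure (1.89) was within the SD of the within-slide differences (2.05). For RAB26 (1.50 against 0.31) and SYNPR (1.22 against 0.24) it was not. SPRR2A was at about 3.2 in Fig. 8, read by eye, and at 11.4 on the arrays, with 6.58, 9.47 and 23.9 on the 3 slides. That is within the SD of these folds (9.29), but on the log2 scale the distance (1.84) exceeded the SD (0.96). The lowest fold under any alternative was 8.03. Without siC replicate 1 (14.4) or replicate 2 (12.9) the distance of SPRR2A was beyond the SD of the folds too. UPP1, at about 1.1 in Fig. 8, read by eye, and 2.27 here, likewise differed in this fit only on the log2 scale (1.04 against 0.82). On the fold scale UPP1 differed with the mean of all probes (2.96), without siC replicate 1 (3.04) and without siGALNT2 replicate 3 (3.90).

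The paper states that PALM3 was down-regulated, and it was at about 0.94 in Fig. 8, read by eye. Its brightest probe had a log2 fold change of −0.06, a fold of 0.959. The mean of all its probes, an alternative set before the data were examined, gave −0.94 and called the gene lower, with a fold of 0.520 that is further from the figure. Figure 8 shows SSH2 slightly above control, and the arrays gave a log2 fold change of −0.41 that is close to its standard error of 0.36, at a log2 distance from the figure of 0.55 (SD of the within-slide differences 0.38), with no alternative giving a positive value.

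Of the 62 genes that Supplementary Table S1 lists as down-regulated, 59 were lower. The exceptions were AKR1B10, with a log2 fold change of 1.26 and 1.25 for its 2 probes, RGS2, with 1.33, and OPRL1, with 0.13 for its brightest probe and −1.46 for another. No setting called AKR1B10 or RGS2 lower. Of the down-regulated genes below the threshold, 9 were called by a dimmer probe when any probe of a gene counted, a setting chosen after the values were seen: ALDH1A1, IRS1, LCK, OPRL1, PALM3, PPP1R2, RASA4B, THRA and UNC5CL. All but PPP1R2 were also called with the mean of all probes. LCK passed with the replicate block, and LCK and THRA passed without siGALNT2 replicate 3. GJA1 passed with the replicate block, with normexp, without siC replicate 3, without siGALNT2 replicate 1 and, chosen after the data were seen, with array brightness. UPP1, listed as up-regulated, was called higher with the replicate block, with the mean of all probes, without siGALNT2 replicate 3 and, chosen after the values were seen, when any probe counted.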

Other observations

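The slide comparisons in this part, the adjustment over the GALNT genes with the block, and the tests of the share of small p-values and of the SPRR2 genes were chosen after the results were seen. The other tests were set before the data were examined.

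Total MET protein rose after knockdown in the paper's Western blots. MET mRNA on the arrays had a log2 fold change of −0.14 (standard error 0.30, adjusted p = 1.00 from limma), with 0.17, 0.08 and −0.68 on the 3 slides. Higher MET mRNA at 48 h was therefore not seen, and a rise within this error is not excluded. Of the other receptors whose phosphorylation the paper reports, EGFR had a log2 fold change of 0.73 (standard error 0.40), and with the slide as a block the standard error was 0.16 and the gene passed the study's threshold. EPHA2 rose by 0.65 (standard error 0.27) and IGF1R changed by −0.31 (standard error 0.35). INSR, in Supplementary Table S1, had −1.19 (standard error 0.36). MMP2 and TGFB1, which the Discussion names from SGC7901 cells, had −0.26 (standard error 0.26) and −0.31 (standard error 0.28).

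If other GALNT genes rose in compensation, at least 1 would be higher after adjustment over these genes alone. Of 15 tested, 8 were higher and 7 lower, none past that adjustment, and the lowest adjusted p was 0.224. Again none was higher past it with the slide as a block, where GALNT12 was lower (adjusted p = 0.0212). GALNT4 had the highest log2 fold change, 0.88 (standard error 0.33), and GALNT12 was lowest, at 0.498 of its control signal. Compensation is thus neither shown nor excluded at this precision.

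Fewer probes had an unadjusted p under 0.05 (2.69%) than chance gives. Deviations shared by the arrays of a slide, which inflate the residual of a fit that ignores the slide, are a candidate explanation. In the simulation of 46776 probes, 0.874% of unchanged probes had a p under 0.05 when the real slide deviations were left in the residual. With the slide as a block it was 5.62% of them. On the real arrays the block raised the share to 10.0%. Slide deviations predict a rise, but not one to this level. Under the block, another split that parts every pair gave 3905 such probes, against 4731 in the real one, so the excess does not single out the siRNA. For the adjusted count, each of the 10 splits of the arrays into 3 and 3 gives at least the 0 probes of the real one whatever the data, so the splits say nothing about chance here.

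If the cholesterol pathway fell together, enzymes outside Supplementary Table S1 would fall as a set, and their median was −0.46. Over the whole list 20 of 21 enzymes were lower, with a median of −0.64. MVK was the exception (0.12, standard error 0.37), and EBP was at −0.004 (standard error 0.29). The hypothesis is limited as described among the results for a closer look. Fatty acid synthesis genes had a median of −0.22 with 10 of 16 lower (camera adjusted p = 0.0122), which did not hold outside the table (0.355).

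AKR1C1 and AKR1C3 of the table were lower (−0.90 and −1.36), which may point to lower NRF2 activity, but AKR1B10 was higher (1.26), and NRF2 targets outside the table went both ways (11 lower, 12 higher, camera adjusted p = 0.539), which does not settle it. An interferon response that differs between the siRNAs (median 0.083, 20 of 31 higher, adjusted p = 0.174) and endoplasmic reticulum stress (median 0.022, 14 of 25 higher, adjusted p = 0.361) were not seen in this fit, and neither is excluded.

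The study reports higher receptor phosphorylation and viability. MAPK output genes had a median of 0.36, with 19 of 21 higher (camera adjusted p = 8.4e-06), and within slides 0.54, 0.71 and −0.037. Proliferation genes had a median of 0.13, with 20 of 29 higher (adjusted p = 0.0122). Within slides their medians were −0.002, −0.086 and 0.45, so the rise came from slide 3, where 27 of 29 genes were higher, and it turned to −0.014 without siC replicate 3. Whether either set follows GALNT2 cannot be told apart from deviations of single slides.

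Cornified envelope genes were higher as a set (median 0.26, 19 of 29 higher, camera adjusted p = 3.9e-05) and not outside the table (0.17, adjusted p = 0.268), so the call rests on genes the study listed. Of the SPRR genes, SPRR2D rose by 0.70 in this fit, less than SPRR2A, SPRR2B, SPRR2E and SPRR2F. Across the alternatives the value of SPRR2D reached 1.66, and with an array left out 0.86 at most. If hybridization shared between near-identical SPRR2 transcripts were the cause, probes would be expected to change alike, but the lowest, SPRR2G, changed by 0.23, and a probe that shares less would differ too. It cannot be told apart from a rise of several genes, as probe sequences were not used here. Outside the SPRR2 genes, SPRR1B rose by 1.83 (standard error 0.59), SPRR3 by 0.96 (standard error 0.29), and SPRR1A changed by −0.35 (standard error 0.40).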
